A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

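The data were array comparative genomic hybridization (CGH) profiles of tail DNA from 1 non-irradiated family. The family was made up of a male parent, a female parent and 8 progeny. The sample labels gave the strain as C57BL/6, and the study named it C57BL/6J/Nrs. In array CGH, the DNA of a test animal and of a reference animal are labelled with different dyes and hybridized together, so that the ratio of the dyes at a probe follows the ratio of copy numbers. Each of the 10 mice was hybridized against DNA of the same reference male on 2 arrays with the dyes exchanged, which gave 20 arrays on 5 slides scanned on 3 days. Each slide held the arrays of 2 mice. The groups were taken from the sample labels. The sex of the progeny was not in the labels used here, and their sex-linked values were therefore given singly. The arrays belonged to the second of 2 screenings in the study, in which probes neighbouring the positives of a first screening were tiled densely. Arrays of the first screening were not analysed here.

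Per the file headers, the spots were quantified by Feature Extraction (version 10.7.1.1), and probe positions were those of the mouse build mm9. The authors deposited intensity values for both dyes at every spot, of which the processed signals were already background-subtracted and dye-normalized by that software. The deposited scanner tables also held a log10 ratio of red over green. The authors' series table held log2 ratios of reference over mouse, which equalled the log10 ratios after a change of base and of direction to within 1e-06. On each array there were 110086 spots outside the controls. After spots of the same probe were averaged, 105370 probes remained, of which 105319 were autosomal, 48 were X-linked and 3 were Y-linked. Median processed signals lay between 789 and 905 per dye and array, and 307 to 1350 spots per array were not well above background in at least 1 dye. The number of mice and arrays limited the precision.

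The log2 ratio of the processed red and green signals was turned to mouse over reference, spots with an outlier flag were left out (89 to 162 per array), and each array was centred on the median of its autosomal probes, which before centring lay between -0.02 and 0.03. The 2 arrays of a mouse counted as 1 replicate. The threshold and the neighbour rule followed the study's methods for this screening, and the requirement of the same direction was added here before the data were examined. A probe was positive when its log2 ratio was past 0.5 in the same direction on both arrays and at least 1 of the 3 probes on either side was also past 0.5 in that direction on both arrays. Which probes had been positive in the first screening was not used, so the neighbour rule was applied to every autosomal probe. Probes past 0.5 on both arrays in opposite directions were counted as the planned background. Dye bias also gives opposite directions, so this count is not a rate of false positive probes. Progeny-only regions were runs of 2 or more positive probes, with at most 3 other probes and 100 kb between joined probes, at which neither parent was past 0.5 in that direction on both arrays and the progeny mean was more than 0.5 beyond each parent. Regions positive in 1 parent only were runs of 2 or more positive probes, and the number of the 8 progeny with a positive probe there was compared with a chance of 0.5 by an exact two-sided binomial test with Benjamini-Hochberg adjustment. Each progeny was also compared with the other 9 mice probe by probe with limma (version 3.58.1, R 4.3.3) on the mean of both arrays, with a Benjamini-Hochberg adjusted p under 0.05 and a difference above 0.5. In this comparison the lone mouse was assumed to vary like the others. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

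Regions named in the text were chosen by rules fixed before the data were examined: the 10 progeny-only regions with the most positive probes where there were more than 12, the 5 regions positive in a parent and at least 1 progeny with the most positive probes, and regions positive in all 10 mice. Many runs of the same mouse lay close together on 1 chromosome, and runs were therefore also merged into stretches. This was done only after the data had been seen, and 3 merging rules were tried before the description below was settled on. The first rule merged runs at most 500 kb apart whose intervening probes had a mean past 0.25, the second merged runs at most 100 kb apart if the mean of the whole span was past 0.5, and the third was the second rule with 500 kb. The third was used to describe stretches. Counts under all 3 rules are given with the alternatives.

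The calling rules were tested on simulated data in which the real difference between dye orientations was kept and regions of known size were put into 8 simulated progeny. The mean of both arrays was replaced by independent normal noise, with a spread taken from the median absolute deviation of each mouse. Of 376 regions of 2 probes at a log2 change of -0.75, 65.7% were found. Of 266 regions of 10 probes at the same change, 100.0% were found. There were 0 false regions in either case, but such noise hardly ever passes 0.5 at neighbouring probes. That outcome was nearly fixed in advance and says nothing about false regions in the real data. Of 267 regions of 10 probes at a log2 change of 0.45, 7.87% were found, so that changes below the threshold were largely missed. For limma, 200 of 105167 probes were moved by 0.85 in 1 simulated mouse against 9, also in independent normal noise. Of these, 91.5% were recovered, with 3 false calls.

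Alternatives covered the deposited log10 and log2 ratios, background correction by normexp (offset 50), no centring, filters on outlier, dim and saturated spots, other thresholds, neighbour, dye-swap, parent and joining rules, subtraction of the median over the 10 mice, the slide as a random block, other limma options and leaving out each progeny. Normexp was run on the median spot signals, in place of the planned mean signals. The slide correlation was estimated on 5000 probes drawn at random. A trend on probe length and the filter on dim spots for the sex-linked ratios were added after the data had been seen. So were a count of positive probes without the chromosome 3 region and all alternatives for the stretch means. A trend on GC content was not run, because the sequence given for this work was of another genome build. For the same reason, no gene was assigned to a region.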

Results

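Array CGH of the second screening was analyzed for 1 family of non-irradiated C57BL/6J/Nrs mice, with 1 male parent, 1 female parent and 8 progeny. Each mouse was measured on 2 arrays with exchanged dyes against a common reference male, and its 2 arrays were counted as 1 replicate. Probes were tiled densely in selected regions, with a median distance of 96 bp between the starts of neighbouring probes. All positions are those of the mm9 build. Values are log2 ratios of mouse over reference.

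The sex-linked probes of the parents were examined first, because the reference was a male and these ratios checked the labels and the direction of the dyes. In the male parent, the median ratio was 0.00 ± 0.10 (SD of 2 arrays) over the 48 X-linked probes and 0.06 over the 3 Y-linked probes. In the female parent, it was 0.86 ± 0.12 over the X-linked probes and -2.11 ± 0.05 over the Y-linked probes. The Y-linked ratio of the female parent rested on dim probes. Of the 3 probes, 2 were not well above background on at least 1 of its arrays. With such probes left out, an alternative added after the data had been seen, 1 Y-linked probe remained and the ratio moved most, to -0.39, without changing its direction.

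Positive probes were then counted in each mouse. The median over the 8 progeny was 102 positive probes of 105319, with a range from 13 to 825. This median rested on the chromosome 3 region at 25416456 to 25448261, which held 90, 95 and 95 of the positive probes of progeny 6, 7 and 8. With that region left out, an alternative added after the data had been seen, the median was 15 and the range 6 to 825, and the female parent had 48. The male parent had 52 and the female parent 139. Progeny 4 had 825 positive probes, of which 821 were higher than the reference, and progeny 5 had 680, all lower. The other 6 progeny had between 13 and 163. Between 271 and 1058 probes per progeny were past 0.5 on both arrays in opposite directions, with a median of 563. The number past 0.5 in the same direction before the neighbour rule was smaller than this count in all mice except the female parent, progeny 4 and progeny 5. Dye bias adds probes in opposite directions, so this comparison does not show that the probes past 0.5 in the same direction were noise. The use of only the array with the mouse in Cy5 moved the median most, to 1151.5 positive probes.

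**Figure D1:**
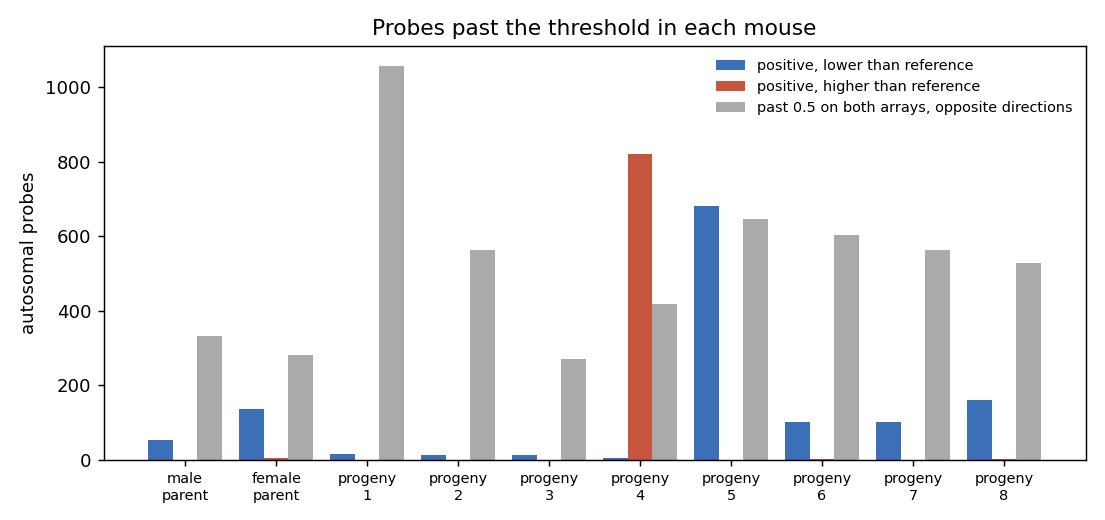
Number of autosomal probes (vertical axis) in each mouse (horizontal axis) that were positive with lower ratios (blue), positive with higher ratios (red), or past 0.5 on both arrays in opposite directions (grey). Progeny 4 stands out with 821 higher probes and progeny 5 with 680 lower probes.

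To find changes in progeny absent from both parents, progeny-only regions were sought. There were 80 such regions, 23 with higher and 57 with lower ratios. All 23 higher regions lay in progeny 4, 56 of the lower regions lay in progeny 5, and 1 lay in progeny 1. No region was found in the other 5 progeny. Of the 10 regions with the most positive probes, 9 lay on chromosome 4 in progeny 4 and 1 on chromosome 12 in progeny 5. They held between 39 and 102 positive probes. The first of them, at chromosome 4, 101169892 to 101185404, had a mean ratio of 0.73. The one in progeny 5, at chromosome 12, 41246011 to 41253476, had a mean ratio of -0.69. The count depended on how runs were joined. The 3 merging rules tried after the data had been seen gave 14, 7 and 4 stretches, and the 4 stretches of the third rule are described next.

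In progeny 4, a stretch at chromosome 4, 101109394 to 101270967 (161574 bp), had higher ratios. Of its 1314 probes, 821 were positive, and 0 were positive in either parent. The mean over all probes was 0.68, with 0.70 when the mouse was in Cy5 and 0.66 when it was in Cy3, against 0.00 ± 0.0036 (SD, n = 9) in the other mice, whose values ranged from -0.0046 to 0.008. In progeny 5, a stretch at chromosome 12, 41177211 to 41323347 (146137 bp), had lower ratios, with 576 positive of 1277 probes. Its mean was -0.57 in both orientations, against 0.00 ± 0.01 (SD, n = 9) in the other mice. A second stretch in progeny 5, at chromosome 2, 177110142 to 177776156 (666015 bp), had 73 positive of 139 probes and a mean of -0.58, against -0.01 ± 0.01 (SD, n = 9). It was not sampled evenly. An inner interval of 226101 bp held 18 probes with a mean of -0.23 ± 0.23 (SD over probes), and another of 193947 bp held 0 probes. In the bin of 15 probes that starts at 177300001, the means were 0.03 in Cy5 and -0.43 in Cy3. These 3 stretches lay far outside the spread of the other 9 mice. The stretch of progeny 1, at chromosome 18, 39709467 to 39709540, held 2 probes with a mean of -0.75. The other mice ranged from -0.45 to 0.37 there, with an SD of 0.24 (n = 9), and limma called none of its probes.

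**Figure D2:**
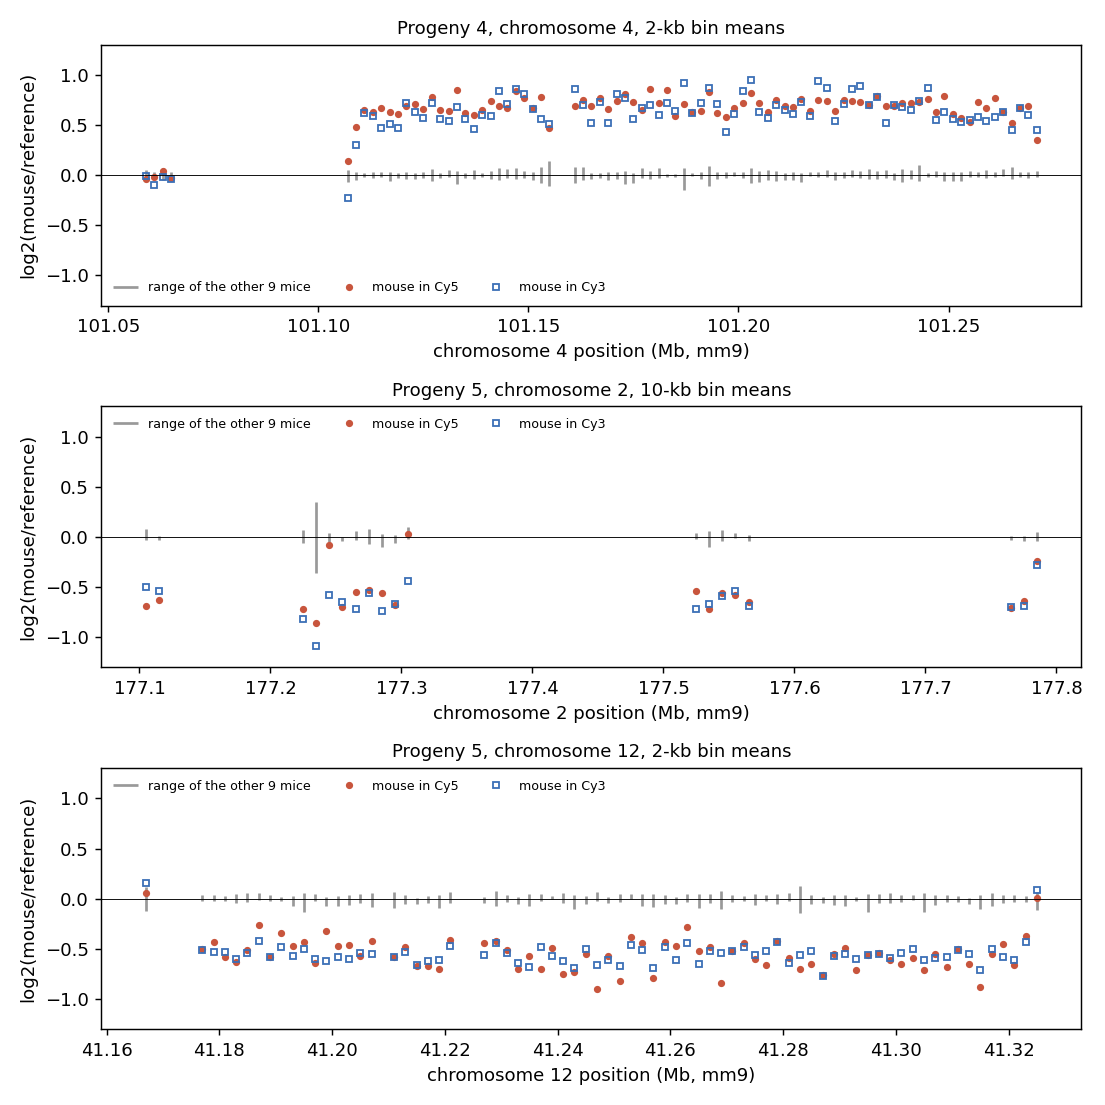
Mean log2 ratio of mouse over reference (vertical axis) in bins along the chromosome (horizontal axis, Mb) for progeny 4 on chromosome 4 and progeny 5 on chromosomes 2 and 12, with the mouse in Cy5 (red circles) and in Cy3 (blue squares), and the range of the other 9 mice (grey lines). The means over the 3 stretches are 0.68, -0.58 and -0.57, and on chromosome 2 the bins that start at 177240001 and 177300001 differ between the orientations.

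When each progeny was compared with the other 9 mice by limma, 1758 probes differed in total, 934 higher and 824 lower. Progeny 4 accounted for 922 and progeny 5 for 788. Of these, 910 lay in the chromosome 4 stretch, 686 in the chromosome 12 stretch and 96 in the chromosome 2 stretch. The smallest adjusted p was 8.9e-06 in the first and 3.1e-05 in each of the other stretches (limma, Benjamini-Hochberg). Progeny 2 had 34 calls, in only 2 of which were both arrays past 0.5 in the same direction. Progeny 6 had 12, progeny 3 and 7 had 1 each, and progeny 1 and 8 had 0, where 235 and 359 probes passed the same size at an unadjusted p under 0.05. Normexp moved the total most, to 1588.

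Regions shared by parents and progeny were also examined. Of 26 regions of 2 or more positive probes in a parent with a positive probe in at least 1 progeny, 23 consisted of 2 probes. The first by number of probes was at chromosome 3, 25416456 to 25448261, with 91 positive of 98 probes in the female parent. Its mean ratio was -1.78 in the female parent and 0.00 in the male parent. Among the progeny it was -1.70 in progeny 6, -1.91 in progeny 7 and -1.90 in progeny 8, and between 0.00 and 0.02 in the other 5. The second was at chromosome 14, 54177118 to 54181293, with 11 positive of 22 probes. Its mean ratio was -0.51 in both parents, between -0.50 and -0.47 in progeny 1 to 6, and -0.01 and -0.02 in progeny 7 and 8. Progeny 7 and 8 were the mice of slide 5, so that slide and mouse cannot be told apart there. The next 3 regions, at chromosome 6, 25696261 to 25697421, chromosome 2, 93211280 to 93211352, and chromosome 2, 138142568 to 138142645, had 3, 2 and 2 positive probes. In these the values of the mice were graded, for example from -0.91 in the male parent to 0.15 in progeny 6 at the chromosome 6 region. No probe was positive in all 10 mice, and the most mice that shared a positive probe were 6. In all, 156 probes were positive in 2 or more mice. In 100 simulations, each probe kept its median over the 10 mice, and the rest of each mouse's values was shifted along the genome. The long changes of single mice were therefore still present, at other places. The mean number of shared probes was then 24.6 and the highest 108. Much of the overlap came from the chromosome 3 region. With its probes left out of both, 61 probes were shared, against a simulated mean of 22.4 and a highest value of 32. The shift also parts probes whose values vary together between DNA samples. This excess therefore does not show that the mice shared changes in copy number.

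**Figure D3:**
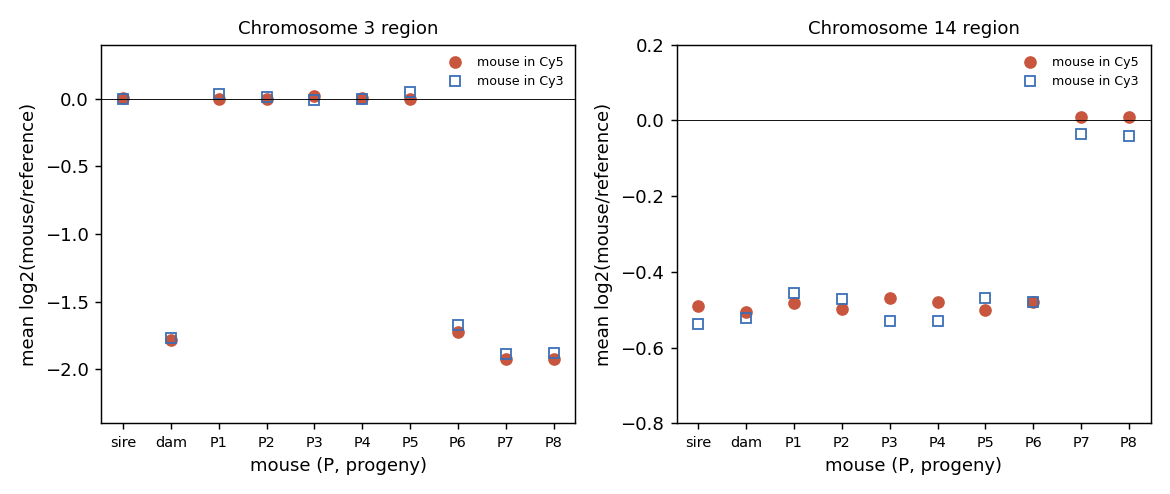
Mean log2 ratio of mouse over reference (vertical axis) in the chromosome 3 and chromosome 14 regions for the male parent (sire), the female parent (dam) and the 8 progeny (horizontal axis), with the mouse in Cy5 (red circles) and in Cy3 (blue squares). On chromosome 3 the dam and progeny 6, 7 and 8 have means between -1.91 and -1.70, and on chromosome 14 only progeny 7 and 8 lie near 0.

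A region carried on 1 of the copies of 1 parent would reach each progeny with a chance of 0.5. There were 21 regions positive in 1 parent only, 11 in the male parent and 10 in the female parent, and 20 of them consisted of 2 probes. Over these, 14.3% of the progeny were positive. Positive in 1 parent only did not mean that the other parent was near 0. In 12 of the 21 regions the mean of the other parent over the same probes was also past 0.5 in the same direction, a count made after the data had been seen. Of simulated regions of 2 probes at -0.75, 65.7% were found. The following test is therefore one of positive calls and cannot be read as a test of transmission. In 6 regions none of the 8 progeny was positive, which differed from 0.5 (exact two-sided binomial p 0.0078, adjusted p 0.027; this raw p is the smallest that 8 progeny allow). The remaining 15 did not differ after adjustment. Subtraction of the median over the 10 mice, or a requirement of 2 neighbours, moved the share to 29.2%, over only 3 regions.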

Values the study reported

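For mouse 0mGyH5, the study listed 2 deletions that were borne out by qPCR. Their stated sizes were 666,200 bp on chromosome 2 and 146,136 bp on chromosome 12, the latter in Dock4, in GRCm38 positions. With mice that had 4 or more changes counted separately, the study reported 11 deletions and 3 duplications in the non-irradiated group, and 11 of 156 progeny (7.1%) had a deletion. In the irradiated group, this was the case for 29 of 142 progeny (20.4%). The 2 counts of 11 in the non-irradiated group conflict. Mouse 0mGyH5 alone carried 2 of the 11 deletions, so that the listed deletions lay in fewer than 11 mice. The study does not explain this.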

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

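The tests of dye bias, of centring and of the number of copies in this part were chosen after the results had been seen, and the tests of a chromosome-wide trend and of a mislabelled sample were written before their values were seen. Of 20 measures tested for an outlying progeny among 8, 6 had one. Of these, 3 were means of stretches, which were chosen because that progeny was past the threshold there, so that their distance from the others tests nothing. The remaining 3 were among 16 other measures. Chance gives about 1 in 20, but the 3 are not independent, since they count probes of the same stretches.

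Progeny 4 lay far above the other progeny in positive probes with higher ratios (821, next 3), in probes higher on both arrays before the neighbour rule (830, next 73) and in the mean ratio of the chromosome 4 stretch (0.68, next 0.01). Dye bias would turn the 2 orientations in opposite directions. The smaller of the 2 orientation means was 0.66, but the probes had been called on both arrays, so this does not test it. When the stretch was found on 1 array alone and measured on the other, the smaller of the 2 means was 0.6606, which argues against dye bias. Without centring the mean was 0.6758, against a centring error. A trend along the chromosome would raise the rest of chromosome 4, whose other probes had a median of -0.0032. A single extra copy allows at most 0.585, the log2 of 3 copies over 2, and the mean of 0.68 lay above this by more than the SD of 0.02 between orientations. With normexp the mean was 0.60, which is barely above that limit, so the argument against a single extra copy depends on the background correction. A mislabelled sample remains open. The number of probes lower on both arrays both in it and in a parent was 9, which does not decide it, since the arrays give no genotypes. As a hypothesis, progeny 4 may carry a gain of more than 1 copy in this stretch.

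Progeny 5 lay far from the other progeny in positive probes with lower ratios (680, next 160) and in the mean ratios of its stretches on chromosome 12 (-0.57, next -0.03) and chromosome 2 (-0.58, next -0.01). The orientation mean nearest 0 over both stretches was -0.5406, but these were also called on both arrays. When they were found on 1 array alone and measured on the other, the mean nearest 0 was -0.5411, against dye bias over the stretches as a whole. An inner bin on chromosome 2 had means of 0.03 in Cy5 and -0.43 in Cy3. Without centring the mean nearest 0 was -0.564, against a centring error, and the rest of the chromosomes had a median no farther from 0 than 0.0045, against a trend along the chromosome. Probes that bind several related sequences were not tested, since no sequence of this build was used. As a hypothesis, these may be losses of 1 copy whose ratios were compressed from -1. For a mouse named like progeny 5, the study listed deletions on chromosomes 2 and 12 that were borne out by qPCR. The spans found here, 666015 bp and 146137 bp, were close to the sizes it stated, although positions were not converted between builds. The losses are therefore probably those deletions, and the hypothesis concerns only the number of copies and the compression.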

How the results depend on the processing

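Most alternatives were fixed before the data were examined. Exceptions were the 3 merging rules, the trend on probe length and the filter on dim probes for the sex-linked ratios. The count without the chromosome 3 region and all alternatives for the stretch means were exceptions too. All of these were chosen after seeing the data. The median of positive probes was within 1.5 times of 102 under 20 alternatives (89.5 to 128.5), including those that left out 1 progeny. It rose to 194 with no neighbour needed, 158 with the mean of both arrays, 1151.5 with only the Cy5 array, 1074.5 with only the Cy3 array, and 184 with size only and no direction. The single-array counts admit dye bias by their construction. For the other alternatives the cause was not tested. Leaving out each progeny in turn gave 101 to 103. With the chromosome 3 region left out the median fell to 15, since by construction most positive probes of progeny 6 and 7 were then not counted.

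The number of progeny-only regions was within 1.5 times of 80 under 19 alternatives (63 to 116). It was 138 with only the Cy5 array, 152 with only the Cy3 array, and 131 with a difference from the parents over 0.8, and the cause was not tested. The first merging rule gave 14 stretches, the second 7 and the third 4. The second stopped at gaps over 100 kb on chromosome 2. The number of changes therefore depends on a rule that was settled after the data had been seen. Of the 80 regions 28.8% were higher, and with normexp 36.1%. At a threshold of 0.8 it was 68.8%, and after subtraction of the median over the 10 mice it was 54.3%.

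The total of probes differing by limma was between 1588 and 1800 under all 10 alternatives, the slide as a random block included (1787). The share of progeny positive in regions of 1 parent moved between 11.4% and 29.2% under 19 alternatives, against 14.3%. It rested on 21 regions. The high end rested on only 3 regions, with 2 neighbours needed or with the median over the 10 mice subtracted. With no neighbour needed the share was 26.1% over 11 regions. With only the Cy5 array it was 22.9% over 307 regions, and with only the Cy3 array 21.4% over 240. Under the other alternatives it was at most 14.3%.

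Normexp moved the X-linked ratio of the female parent to 0.70 and the Y-linked ratio to -1.14. The Y-linked ratio of the male parent moved to 0.0017 with normexp and to 0.0672 without centring. With dim probes left out, the Y-linked ratio was -0.3859 in the female parent and 0.06 in the male parent, each from 1 probe. This filter removes probes that are dim on any array, and so by its construction those with little signal in the absence of Y-linked DNA. Normexp also moved the stretch means, to 0.60 on chromosome 4, -0.56 on chromosome 2, -0.45 on chromosome 12 and -0.47 on chromosome 18, with no change of direction. No spot was saturated, so the filter on saturated probes removed nothing and says nothing about stability. The trend on probe length leaves probes of 60 bases, 51.6% of the autosomal ones, unmoved and says little about stability. The trend on GC content was not run. Median spot signals of 404 to 718.75 over backgrounds of 34 to 48 limit the ratios of dim probes. Replicate numbers are only an index and pair no mice across the groups. The pairings in the design were the 2 arrays of a mouse and the descent of each progeny from both parents. The calling rules used both, and limma used the mean of the 2 arrays.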

Other observations

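All tests in this part were chosen after the data had been seen.

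The X-linked ratio was 0.80 in progeny 6, 0.90 in progeny 7 and 0.87 in progeny 8, and between -0.01 and 0.02 in the other 5 progeny. The Y-linked ratio was -1.69, -3.11 and -3.18 in progeny 6, 7 and 8, and between -0.08 and 0.05 in the others. These sizes rested on dim probes, since 2 of the 3 Y-linked probes were not well above background on either array of progeny 6, 7 and 8. With normexp the Y-linked ratios were -0.95, -1.01 and -1.01. With dim probes left out they were -0.45, -0.46 and -0.48, against -0.07 to 0.05 in the others, and the X-linked ratios were 0.81, 0.90 and 0.88.

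The chromosome 3 region was low in the female parent and in progeny 6, 7 and 8. A loss on 1 copy passed on by the female parent cannot lie below -1, but the low progeny value nearest 0 was -1.70. If the probes also bound Y-linked sequence, the region should be low only in mice with a low Y-linked ratio, and the number of the 10 mice in which only 1 of these ratios was low was 0. This count depends on dim probes. With them left out it was 4, since no Y-linked ratio was then past -0.5, although the highest Y-linked ratio of the mice low on chromosome 3 (-0.39) was still below the lowest of the others (-0.07). A low chromosome 3 ratio and a high X-linked ratio occurred in the same mice. The number of mice with only 1 of these was 0, also with dim probes left out. The X-linked ratio does not itself test binding to Y-linked sequence. A region of 2 probes at chromosome 9, 13870826 to 13870899, was also positive in the female parent and in progeny 6, 7 and 8 only. Its mean in the male parent was 0.04. Both regions were among the 21 that were positive in 1 parent only. A candidate explanation for the chromosome 3 region is sequence shared with the Y chromosome. It was not checked against sequence, and no other biological explanation was tested.

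The chromosome 14 region was near 0 only in progeny 7 and 8, the mice of slide 5, which was also scanned on a day of its own. The lowest value on slide 5 lay 0.45 above the highest on the other slides. The labels name the same reference male on all 20 arrays, which goes against another reference DNA on this slide, although the arrays themselves do not test it. An effect of the slide or its hybridization cannot be told apart from a difference carried by these mice, because both lay on the same slide.

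Single probes and pairs with low ratios recurred in several mice. For 138 probes lower on both arrays in both parents, outside the chromosome 3 and 14 regions, the mean in the progeny ran from -0.82 in progeny 8 to 0.23 in progeny 6. If these were losses passed on by the parents, the means on odd and on even chromosomes would vary independently over the progeny. They moved together instead (Pearson r = 0.9973, exact permutation p 2.5e-05, the smallest these permutations can give; Spearman rho = 1.0, exact permutation p 5e-05; 1 relation was computed). Without the 2 progeny farthest from the median, r was 0.993. Mice of the same slide differed, for example -0.75 in progeny 5 and 0.23 in progeny 6. Removing a trend on probe length decided nothing, since it leaves the 51.6% of autosomal probes with the commonest length of 60 bases unmoved by its construction (298 probes were then lower in the male parent, against 284 before). Length cannot separate probes of equal length. Among probes of 60 bases, the means of 119 of the 138 probes still ranged over 1.1045 between progeny, against 0.0447 for the other 54212, so length alone did not account for it. GC content was not tested. These values suggest a property of each DNA sample or its hybridization, which would bear on short losses seen in several members of a family. What the property is was not tested.

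The 34 limma calls of progeny 2 lay close together on the array. The median distance of a called spot to the nearest other was 1.41 rows or columns, against a median of 36.5 and a lowest value of 17.8 in 10000 random draws. A mark on part of an array may have caused them. The 2-array rule called none of them a progeny-only region, since progeny 2 had none.

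The study's list of changes borne out by qPCR held none for a mouse named like progeny 4. The chromosome 4 stretch of progeny 4 had the most positive probes among the stretches here. The study also counted the duplications that array CGH found before qPCR. In the non-irradiated group, all with more than 4 positive probes in the second screening were borne out and listed for other mice. A gain with as many positive probes as this stretch was therefore not among the study's array candidates either. Why it was absent was not tested.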
